A study of Homo sapiens with 9 samples. Its data were reported in "BMAL1 and ARNT enable circadian HIF2α responses in clear cell renal cell carcinoma" (2025).

How the data were processed

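RNA was prepared from A498 cells infected with lentivirus that carried a control short hairpin RNA (shControl), an shRNA against BMAL1 (shBMAL1) or an shRNA against ARNT (shARNT), followed by puromycin selection. There were 3 biological replicates per group and 9 libraries in all. Stranded mRNA libraries were sequenced as paired-end reads on a BGISEQ-500 instrument. The authors aligned the reads to the GRCh37 human genome with SeqMan NGen and exported gene counts with ArrayStar. The annotation release, the handling of reads with several alignments, the use of strand and the choice between counting reads and read pairs were not stated.

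The unit of the deposited values was expected counts, that is, total reads per gene on a linear scale without normalization. Most values were whole numbers. Between 708 and 771 values per library were fractions of reads, and these genes held from 3.47% to 4.43% of the reads. A value of 0.05 stood for a gene without reads and was set to 0. The expected counts were rounded to whole numbers before testing. The table had 27716 rows and no row without a name. In total, 43 names were held by more than 1 row and their rows were summed, which gave 27673 genes. A further 28 rows carried a date in place of a gene name and were kept under that name. All columns of single libraries in the table were used.

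Library totals ranged from 35269851 to 36099075 counts. The share of even numbers among whole values from 1 to 20 was 47.4% to 49.9%, so the values were not uniformly doubled. Replicates differed by more than sampling noise: the chi-square statistic per gene between 2 libraries of a group was 2.12 to 2.46 for genes with mean counts of 10 to 50, and 3.93 to 7.21 for genes with mean counts of 1000 to 5000. A ratio near 2 at the lowest counts is also what counting both mates of a pair would give, so this remains open, and halved counts were tried as an alternative. No libraries were merged. Intervals given for shares of genes cover counting error alone.

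Differential expression was tested with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3. All 9 libraries entered a single fit with the group as the only factor. Library sizes were scaled by trimmed means of M values (TMM), and the filter of filterByExpr left 15551 genes. The common dispersion was 0.00311 and the prior had 13.3 degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 in 3 contrasts, shARNT against shControl, shBMAL1 against shControl, and shARNT against shBMAL1. The last contrast tests the difference between the depletions and uses no control library. Levels are given as CPM, counts relative to the TMM-scaled library size.

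Overlaps of decreased genes were set against simulations, because both depletions were compared with the same control libraries. In 20 simulations the depleted groups were unchanged, and in 20 further simulations effects of the observed sizes were placed on genes independently for each depletion. Wilson intervals at 95% were computed for the shares.

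There were 3 gene lists. The hypoxia list followed the Hallmark hypoxia set and was written from memory, since no gene set database was used here, so its members may differ from the released set. The HIF list held canonical HIF targets, and the clock list held circadian clock genes without BMAL1. Each list was tested by preranked gene set enrichment in fgsea 1.28.0 with 100000 permutations of genes. Genes were ranked by the signed square root of the F statistic, and the 9 list tests were adjusted as 1 family. Permuting genes ignores the correlation between genes, so camera with a preset correlation of 0.01, camera with an estimated correlation, and fry from limma 3.58.1 were run as alternatives.

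Genes named in the text followed a fixed rule. It listed BMAL1 and ARNT, then EPAS1, HIF1A, ARNT2, BMAL2 and CLOCK, and the example genes NR1D1, SLC2A14, ADM, DDIT4 and VEGFA. A further gene of the rule is not reported here. For each depletion it added the 3 largest falls and the 3 largest rises among called genes with an average log2 CPM of at least 2 and no overlap in CPM between depleted and control libraries. It also added the 3 genes of the hypoxia list with the smallest p in each depletion. Any other gene is marked as chosen after its values were seen.

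Gene positions, transcript length and GC content were taken from GENCODE release 44 lifted to GRCh37, the build the authors used. Of 27671 symbols, 21072 matched a current symbol, 3110 matched through an older symbol, 13 were mitochondrial protein genes matched by name, and 3476 were not matched. Older symbols were read from a RefSeq gene table for GRCh38.p14, which gave no coordinates. A GC value was found for 14500 tested genes (93.2%). Differences in median GC content and length between gene sets were tested by two-sided permutation tests with 100000 permutations.

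The computations were tested on simulated data drawn from the means and library sizes of the real genes. edgeR recovered 155 of 198 planted genes with the right sign (78.3%) and called 25 of 15102 unchanged genes. Between unchanged groups, 3 of 15300 genes were called. DESeq2 recovered 152 of the planted genes.

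The comparisons, tests, gene lists, named-gene rule and the following alternatives were chosen before the data were examined. These were DESeq2 1.42.0, DESeq2 size factors, library size without further scaling, no low-count filter, at least 10 counts in every library, fits of the 6 libraries compared, the replicate number as a block, an adjusted p under 0.05, a fold change of at least 1.5, other list tests, genes specific by the direct contrast in the GC and length comparison, and leaving out each library in turn. After the data were seen, further alternatives were added: halved counts, removal of mitochondrial and rRNA genes, removal of genes with fractional reads, removal of a GC or length trend from each library, leaving out libraries in the GC and length comparison, and 5' untranslated region length as a further measure. Gene ontology and pathway enrichment were not run.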

Results

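RNA sequencing measured transcript levels in A498 cells, an established line of human clear cell renal cell carcinoma (ccRCC), after depletion of BMAL1 or ARNT. Both proteins belong to the bHLH-PAS family of transcription factors. ARNT is the classical partner of the hypoxia-inducible factors HIF1α and HIF2α, and BMAL1 is the partner of CLOCK in the circadian clock. The study asked whether BMAL1 also contributes to the expression of HIF2α targets. The 9 libraries formed the groups shControl, shBMAL1 and shARNT with 3 biological replicates each. Totals were even across libraries, from 35269851 to 36099075 counts, and 15551 genes were tested. The 20 most abundant genes held from 11.4% to 15% of the counts of a library. TMM factors were 0.932 to 0.944 in shControl, 0.961 to 0.971 in shBMAL1 and 1.10 to 1.11 in shARNT. No batch or date was given in the labels.

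The targeted genes were examined first. BMAL1, listed under its older symbol ARNTL (chromosome 11, 13298199 to 13408813, GRCh37), had 140, 185 and 191 counts in the shBMAL1 libraries and 524, 536 and 556 in the shControl libraries. Its level was 5.02 ± 0.789 CPM (SD, n = 3) in shBMAL1 and 16.3 ± 0.395 CPM in shControl, which left 30.9% of the control level. The log2 fold change was -1.70 (SE 0.101, adjusted p = 1.94e-11, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, as for all adjusted p of single genes here). ARNT (chromosome 1, 150782189 to 150849184) had 361, 369 and 395 counts in the shARNT libraries and 1603, 1667 and 1738 in shControl. Its level fell from 50.5 ± 2.24 to 9.47 ± 0.432 CPM, which left 18.8% of the control level. The log2 fold change was -2.41 (SE 0.0667, adjusted p = 1.35e-17). Each targeted transcript was thus lower in all 3 libraries of its own depletion than in any shControl library. The alternative that moved the ARNT value most was scaling by library size alone, under which its log2 fold change was -2.18. The BMAL1 value moved most without shBMAL1 replicate 3, to a log2 fold change of -1.57.

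The depletions also altered the transcript of the other partner. ARNT was lower in shBMAL1 (32.3 ± 1.52 CPM), with a log2 fold change of -0.65 (SE 0.0599, adjusted p = 1.54e-08). ARNTL was higher in shARNT (23.8 ± 1.31 CPM), with a log2 fold change of 0.55 (SE 0.0866, adjusted p = 8.27e-06). EPAS1, which encodes HIF2α (chromosome 2, 46520806 to 46613836), fell from 345 ± 18.7 CPM in shControl to 233 ± 18.8 CPM in shBMAL1 and 74.3 ± 3.41 CPM in shARNT. Its log2 fold changes were -0.57 (adjusted p = 1.54e-08) in shBMAL1 and -2.22 (adjusted p = 2.94e-18) in shARNT, and the direct contrast of shARNT with shBMAL1 gave -1.65 (adjusted p = 3.3e-16). HIF1A rose in both depletions, from 140 ± 6.79 CPM to 421 ± 13.8 CPM in shBMAL1 and 390 ± 17.2 CPM in shARNT. Between the depletions HIF1A differed by -0.11 on the log2 scale (adjusted p = 0.0255), and this difference was 0.08 under library size alone and was not called without shARNT replicate 1 (-0.08, adjusted p = 0.136).

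**Figure D1:**
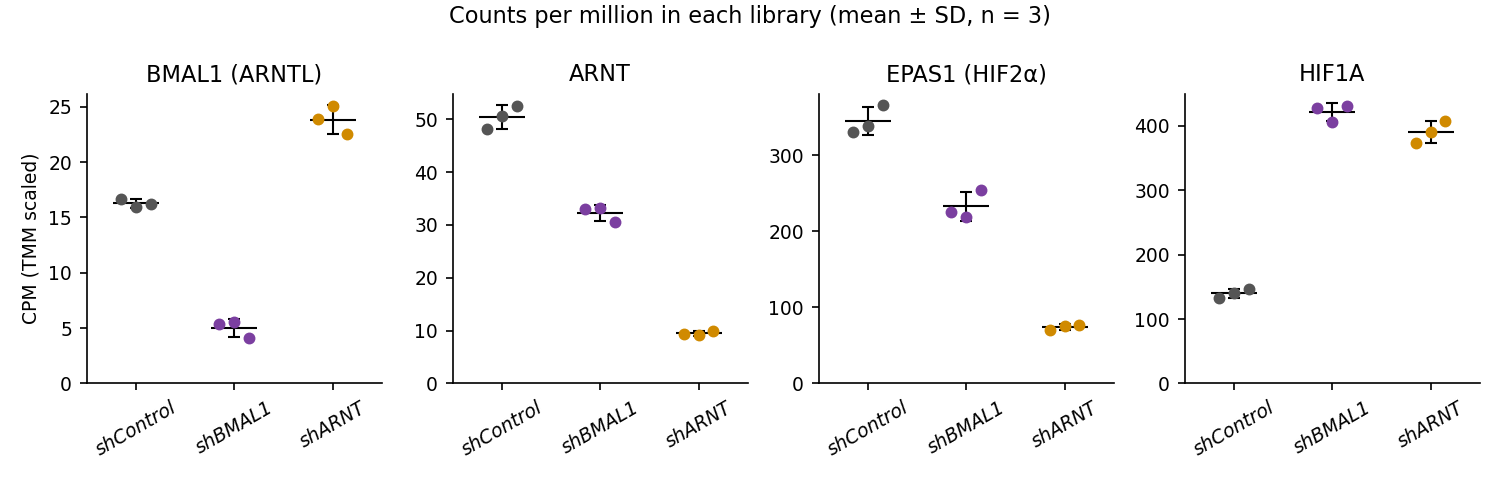
Normalised counts (CPM, TMM scaled, linear axes from 0) of BMAL1, ARNT, EPAS1 and HIF1A in each library of shControl, shBMAL1 and shARNT, with a bar at the group mean and error bars of 1 SD (n = 3). BMAL1 was lowest in shBMAL1 (5.02 CPM), ARNT and EPAS1 were lowest in shARNT (9.47 and 74.3 CPM), and HIF1A was higher in both depletions (421 and 390 CPM) than in shControl (140 CPM).

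Other members of the family also changed. ARNT2 fell by 1.29 on the log2 scale in shARNT (adjusted p = 2.35e-11). In shBMAL1 its change of -0.18 (adjusted p = 0.0678) lost its call under library size alone and when any 1 of 4 libraries was left out. ARNTL2, which encodes BMAL2, rose in both, with log2 fold changes of 2.25 in shARNT (adjusted p = 3.52e-13) and 2.13 in shBMAL1 (adjusted p = 5.97e-12). The ARNTL2 levels of the depletions were not distinguished (0.12, adjusted p = 0.255), except under library size alone (0.31, adjusted p = 0.00611). CLOCK was higher in shARNT (0.67, adjusted p = 5.79e-07) and in shBMAL1 (0.28, adjusted p = 0.0107).

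How widely each depletion altered the transcriptome was addressed by counting called genes. In shARNT against shControl, 12722 of 15551 genes were called (81.8%), 6305 higher and 6417 lower. In shBMAL1 against shControl, 9851 genes were called (63.3%), 4956 higher and 4895 lower. The direct contrast of shARNT with shBMAL1 gave 12630 genes (81.2%), 6241 higher and 6389 lower. Many of these changes were small, since the median absolute log2 fold change was 0.66, 0.32 and 0.64 in the 3 contrasts with a median SE of 0.0881, 0.0884 and 0.0877. The alternative that moved the counts most was a minimum fold change of 1.5, which left 8299, 3656 and 8177 genes. Scaling by library size alone raised the median log2 fold change of all genes by 0.24, 0.05 and 0.19, and the higher genes then made up 60.5%, 55.9% and 58.6% of the calls in place of 49.6%, 50.3% and 49.4%.

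The genes with the largest changes were taken by rule. In shARNT, IGFBP3 (chromosome 7, 45951844 to 45961473) fell from 8186 ± 174.5 CPM to 84.1 ± 0.706 CPM (log2 fold change -6.60, SE 0.0401, adjusted p = 1.06e-27). AZGP1 and PDZD3 followed with -6.60 (SE 0.121) and -6.19 (SE 0.230). The PDZD3 value rested on 5, 7 and 9 counts in the shARNT libraries. The largest rises in shARNT were those of SSTR5-AS1 (4.54, SE 0.153), BDNF (4.18, SE 0.175) and FBXO32 (4.18, SE 0.104). SSTR5-AS1 is an antisense transcript and is uncertain, because the use of strand in the counting was not stated. In shBMAL1, the largest falls were those of LINC00313 (-4.21, SE 0.131), PCDHA11 (-3.13, SE 0.678) and ERBB3 (-3.07, SE 0.0921). PCDHA11 belongs to a gene cluster with shared exons, and its value is uncertain. Its control libraries had 74, 548 and 561 counts, and its shARNT libraries 37, 330 and 39. The largest rises in shBMAL1 were those of ANXA10 (5.42, SE 0.0803), AREGB (5.24, SE 0.168) and AREG (4.97, SE 0.116). AREG and AREGB are near-identical copies among which reads could be split, so their separate values are uncertain. All of these genes had an adjusted p of 5.38e-04 or lower in the depletion that selected them.

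Whether the depletions lowered the same genes was examined next. There were 2802 genes lower in both, which was 57.2% (95% Wilson interval 55.9% to 58.6%) of the genes lowered by shBMAL1 and 43.7% (42.5% to 44.9%) of those lowered by shARNT. When effects were placed on genes independently but tested against the same control libraries, 20 simulations gave means of 42.3% (41.1% to 44.03%) and 33.5% (32.5% to 35.1%). Unchanged groups gave 0.7 and 0.5 lowered genes on average, too few for a share. The alternative that moved the first share most was scaling by library size alone (48.9%), and a minimum fold change of 1.5 moved the other share most (23.5%). The simulations were not run under these alternatives, so these shares cannot be set against the simulated ones. Of the 2802 genes, 1714 were lower in shARNT than in shBMAL1 by the direct contrast, 398 were higher, and 690 were not called. A further 2651 genes were higher in both. In contrast, 1615 genes were lower in shARNT and higher in shBMAL1, and 1398 went the other way, so 3013 genes were called in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the depletions had a Pearson r of 0.33 and a Spearman rho of 0.27, and 59.2% of genes had the same sign. Unchanged groups that share the control libraries gave an r of 0.51 (0.49 to 0.54) and 66.9% with the same sign, and independent effects gave an r of 0.01 (-0.01 to 0.03) and 50.6%. Both simulations used the same control libraries. The former holds noise alone and sets no limit for genes whose changes exceed their SE.

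**Figure D2:**
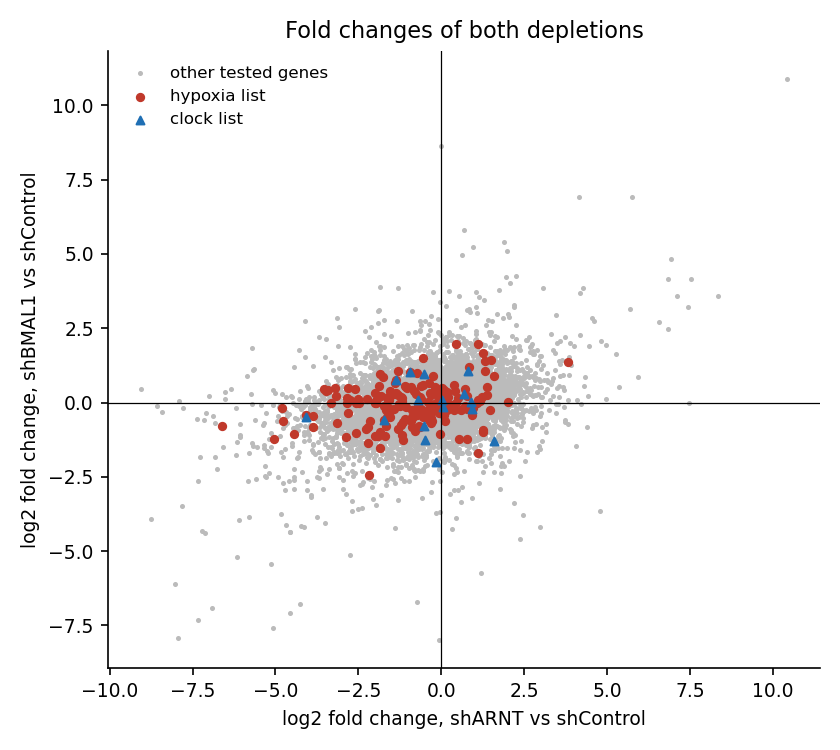
Log2 fold change against shControl of each tested gene in shARNT (horizontal axis) and in shBMAL1 (vertical axis), with the genes of the hypoxia list as red circles and those of the clock list as blue triangles. The cloud of genes is wider along the shARNT axis, and the Pearson r across genes is 0.33.

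**Figure D3:**
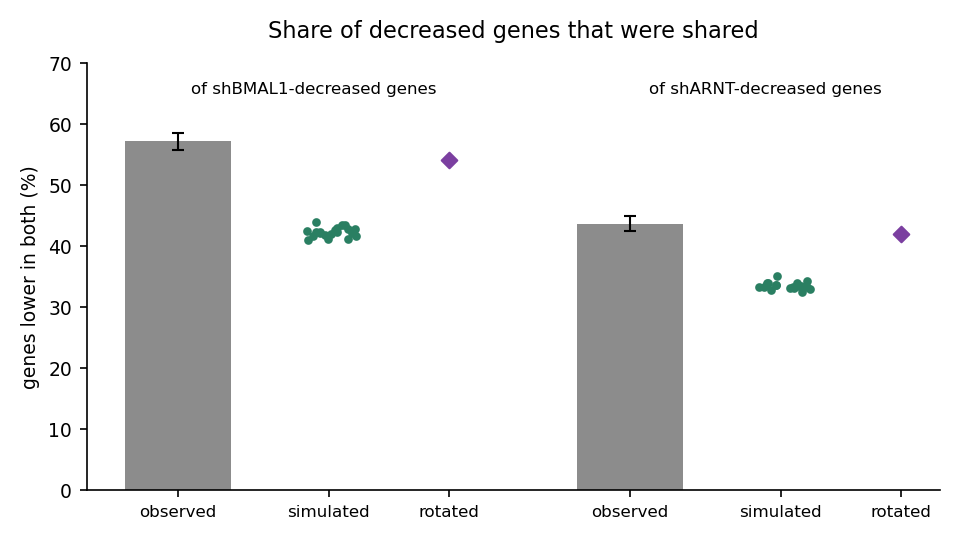
Percent of the genes lowered by shBMAL1 (left) and by shARNT (right) that were lowered by both depletions. Grey bars show the observed shares with 95% Wilson intervals (57.2% and 43.7%), green points show 20 simulations with independent effects (41.1% to 44.03% and 32.5% to 35.1%), and purple diamonds show the same shares with shBMAL1 as the reference group in place of shControl (54.2% and 42.0%).

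Expression of HIF targets was then compared through the gene lists. Of the 200 genes of the hypoxia list, 181 were tested. In shARNT the list was lower, with a normalised enrichment score (NES) of -2.57 (fgsea permutation test, adjusted p = 3.53e-05, from the smallest p the permutations could give) and a median log2 fold change of -0.76. The median was -0.76, -0.78 and -0.72 in the 3 libraries. There were 121 genes called lower and 38 higher over all genes tested, and 121 lower and 40 higher when adjusted over the list alone. In shBMAL1 the NES was -1.498 (fgsea permutation test, adjusted p = 0.00379), while the median was -0.03, with 77 genes lower and 64 higher (77 and 66 when adjusted over the list alone). The alternative that moved the list results most was camera with an estimated correlation, under which the adjusted p was 0.021 in shARNT and 0.813 in shBMAL1. The shARNT call thus held under camera with either correlation and under fry, and the shBMAL1 call held under fry (adjusted p = 0.0501) but not under camera with the preset (adjusted p = 0.396) or estimated correlation. The direct contrast gave an NES of -2.54 (fgsea permutation test, adjusted p = 3.53e-05) and a median of -0.59, with 115 genes lower in shARNT than in shBMAL1 and 43 higher (116 and 44 when adjusted over the list alone), and the call held under camera and fry. Of the tested genes, 57 were lower in both depletions, 22 in shARNT only, 10 in shBMAL1 only, 42 were lower in shARNT and higher in shBMAL1, 10 were higher in shARNT and lower in shBMAL1, and 16 were higher in both.

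The shorter HIF list shared 17 of its 23 tested genes with the hypoxia list. It was lower in shARNT, with an NES of -2.30 (fgsea permutation test, adjusted p = 3.53e-05), a median log2 fold change of -1.95, and 20 genes lower against 3 higher. In shBMAL1 the NES was -1.70 (fgsea permutation test, adjusted p = 0.012) with a median of -0.03, 11 genes lower and 8 higher. This call held under camera with the preset correlation (adjusted p = 0.0054) and under fry (adjusted p = 9.07e-05), but not under an estimated correlation (adjusted p = 0.208). The direct contrast gave an NES of -2.16 (fgsea permutation test, adjusted p = 3.53e-05), a median of -1.54, and 21 genes lower against 1 higher. The counts adjusted over the list alone were the same in shARNT, in shBMAL1 and in the direct contrast.

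The clock list, with 16 of 18 genes tested, was not called as a list in any contrast. Its NES was -0.73 in shARNT, -1.13 in shBMAL1 and -0.86 in the direct contrast (fgsea permutation test, adjusted p = 0.829, 0.383 and 0.733). Single clock genes changed in both directions, 8 lower and 5 higher in shARNT and 5 lower and 5 higher in shBMAL1, with the same counts when adjusted over the list alone. In the direct contrast 7 were lower and 7 higher on both adjustments. An NES measures a shift of the list in a common direction, so opposite changes offset each other in it. The lack of a call therefore does not show that the clock genes were unchanged. The medians were -0.32, -0.08 and 0.08. The medians were the same when fold changes against a group at or under the floor of 3 counts were set to their bound. By fry, which does not compare a list with the other genes, the list was called in each contrast (adjusted p = 5.52e-05, 0.0198 and 4.41e-04).

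**Figure D4:**
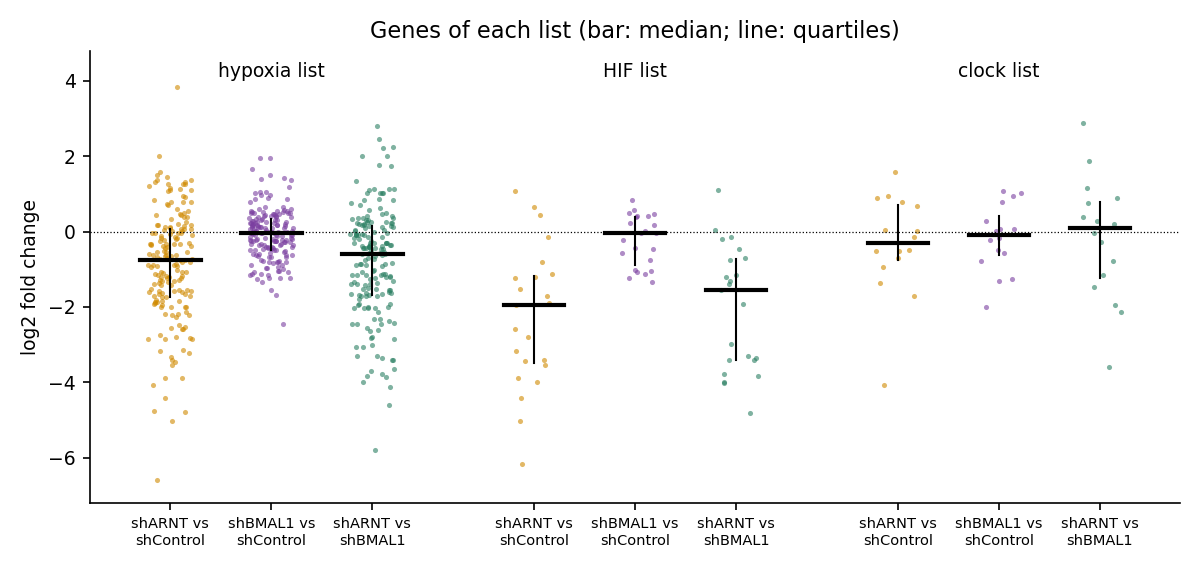
Log2 fold change of each tested gene of the hypoxia list (181 genes), the HIF list (23 genes) and the clock list (16 genes) in the 3 contrasts, with a bar at the median and a line from the lower to the upper quartile. The hypoxia and HIF medians are -0.76 and -1.95 in shARNT but -0.03 and -0.03 in shBMAL1, and the clock list spreads to both sides of 0.

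The example genes of the study followed different patterns. VEGFA (chromosome 6, 43737921 to 43754224) fell from 823 ± 37.0 CPM to 600.2 ± 28.2 CPM in shBMAL1 and 56.0 ± 0.747 CPM in shARNT, with log2 fold changes of -0.46 (adjusted p = 8.75e-09) and -3.88 (adjusted p = 4.58e-23). DDIT4 also fell in both depletions (-0.22 in shBMAL1 and -1.54 in shARNT, adjusted p = 1.73e-04 and 2.9e-17). ADM was higher in shBMAL1 (0.39, adjusted p = 1.18e-04) and lower in shARNT (-0.82, adjusted p = 3.5e-09). NR1D1, a clock gene, fell in shBMAL1 from 19.5 ± 1.39 to 4.86 ± 0.486 CPM (-2.01, adjusted p = 7.79e-13). In shARNT it was not called (-0.14, adjusted p = 0.125), but it was called in the fit of the 6 libraries compared (-0.16, adjusted p = 0.0781), without shControl replicate 2 (-0.20, adjusted p = 0.0629) and with halved counts (-0.15, adjusted p = 0.0924). The direct contrast gave 1.86 (adjusted p = 3.81e-13). SLC2A14 was lower in shARNT (-1.83, adjusted p = 5.22e-06) on 13, 21 and 33 counts, and no change was detectable in shBMAL1 (0.14, adjusted p = 0.64). Its values are uncertain because its close paralog SLC2A3, chosen after its values were seen, moved alike (-2.0 in shARNT and 0.33 in shBMAL1) at far higher counts.

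Among the genes of the hypoxia list with the smallest p, IGFBP3 and VEGFA are given above. NDRG1 was selected by both depletions, with log2 fold changes of -5.03 in shARNT (adjusted p = 1.8e-25) and -1.24 in shBMAL1 (adjusted p = 3.17e-16). The other genes selected in shBMAL1 rose. LXN increased by 1.97 (adjusted p = 6.48e-15). TGM2 increased by 0.97 in shBMAL1 (adjusted p = 1.12e-14) and fell by 1.83 in shARNT (adjusted p = 9.51e-20).

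The properties of genes lowered by a single depletion were compared last. There were 3615 genes lowered by shARNT and not by shBMAL1, and 2093 lowered by shBMAL1 and not by shARNT, and 94.1% of them had a GC value. The former included 1615 genes called higher in shBMAL1, and the latter 1398 genes called higher in shARNT. Median transcript GC content was 48.5% in the shARNT-specific genes and 51.3% in the shBMAL1-specific genes, a difference of -2.84 percentage points (two-sided permutation test, p = 1e-05, the smallest the permutations can give, Benjamini-Hochberg adjusted p = 1.5e-05 over 3 measures). Median transcript length was 2983 and 3540 bases, a difference of -557 bases (permutation p = 1e-05, adjusted p = 1.5e-05). The 5' untranslated regions had medians of 143 and 136 bases, a difference of 7 bases that was not called (permutation test, adjusted p = 0.173). Genes are not independent replicates, so these tests describe the gene sets. The alternative that moved the comparison most was removal of the GC trend from each library, which left a GC difference of 0.489 percentage points (permutation test, adjusted p = 0.36) in the opposite direction.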

Values the study reported

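In 786O cells, the study reported that 42.7% of the transcripts lowered by shBMAL1, and 54.3% of those lowered by shARNT, were lowered by both. For the hypoxia gene set it examined 200 transcripts.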

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

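This part uses some alternatives that were chosen before the data were examined, such as library size alone and leaving out single libraries. The other tests of explanations here, apart from the simulations, were chosen only after the results were seen. Each result below stands out because the effects of shARNT and shBMAL1 against the same controls differed, by the direct edgeR quasi-likelihood contrast of the depletions or by opposite calls.

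The hypoxia list was lower in shARNT than in shBMAL1, with an NES of -2.54, and the HIF list with an NES of -2.16. Scaling between libraries did not account for this, because under library size alone the medians were -0.40 for the hypoxia list and -1.35 for the HIF list, with both lists still called. A GC trend did not account for it either, with medians of -0.62 and -1.73 after its removal. The difference did not rest on the canonical HIF targets, since the 164 other genes of the hypoxia list had a median of -0.46. What stays open is the level of EPAS1 and the strength of each knockdown. EPAS1 was itself lower in shARNT than in shBMAL1 (log2 fold change -1.65), so less EPAS1 transcript may contribute to the difference. BMAL1 was left at 30.9% and ARNT at 18.8% of shControl, so a weaker depletion of BMAL1 and a smaller role of BMAL1 cannot be told apart with a single shRNA per gene. A larger contribution of ARNT to these genes is therefore a hypothesis. In the direct contrast, 1 of the 10 splits of the 6 libraries gave an NES as large for the hypoxia list, the real split itself, and 5 of 10 did for the HIF list. Each other split set 2 libraries of a group against 1 and so kept part of the difference, and the NES, which rests on ranks, need not shrink with it. The HIF list had an absolute NES of 1.91 to 2.30 over the 10 splits, although 0 genes were called in the other splits. These numbers therefore do not show whether the list results arose by chance.

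ARNTL was higher in shARNT than in shBMAL1 by 2.25 on the log2 scale, with all 3 libraries on that side, as shBMAL1 targets this transcript and shARNT raised it. ADM differed by -1.21 and TGM2 by -2.81, and both rose in shBMAL1 and fell in shARNT. Over the alternatives, ARNTL ranged from 2.12 to 2.44, ADM from -1.33 to -1.02 and TGM2 from -2.83 to -2.62. Scaling, the GC trend and single libraries thus left the direction of each difference in place. Whether the rises in shBMAL1 follow from loss of BMAL1 or from another property of that cell pool was not tested.

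In total, 3013 genes were called in opposite directions by the depletions. Of these genes, 80.5% kept their opposite directions with library size alone, and 89% of the 2913 with a GC value kept them with the GC trend removed, so neither scaling nor the GC trend accounted for most of them. Simulated depletions with independent effects gave more such genes, 4156 on average (4063 to 4336). The opposite calls were therefore fewer than independent effects would give, and they may reflect real differences between the depleted lines, which the design does not separate into effects of the targets and of the cell pools.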

How the results depend on the processing

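Tests with halved counts, without mitochondrial and rRNA genes, without genes with fractional reads, with GC or length trends removed, with libraries left out of the GC and length comparison, and on the 5' untranslated regions were chosen only after results were seen. The cause of each change below was not tested unless stated.

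The gene counts stayed within 1.5 times under each alternative except the minimum fold change of 1.5, which by construction left 8299 genes in shARNT, 3656 in shBMAL1 and 8177 between the depletions. Leaving out single libraries gave 12437 to 12540, 9278 to 9558 and 12333 to 12445 genes.

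The share of shBMAL1-decreased genes also decreased by shARNT moved beyond its interval under DESeq2 (55.8%), library size alone (48.9%), fits of the 6 libraries compared (59.6%) and the 1.5-fold minimum (54.8%). The share of shARNT-decreased genes also decreased by shBMAL1 moved under these too (40.9%, 41.7%, 45.3% and 23.5%), and under no low-count filter (41.9%), at least 10 counts in every library (45.6%), an adjusted p under 0.05 (41.2%) and halved counts (45.3%). Across the 9 fits that each left out a library, the shares ranged from 56.2% to 58.4% and from 41.5% to 44.1%, and the latter lay below its interval in 6 of the 9.

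The hypoxia and HIF lists kept their direction and their call in shARNT and in the direct contrast under all 18 alternatives, with adjusted p up to 0.021 and 0.00266. In shBMAL1 the hypoxia list lost its call under camera with the preset (adjusted p = 0.396) and estimated correlation (0.813), and its adjusted p ranged from 0.00197 to 0.813, with 16 of 18 alternatives past the threshold. The HIF list in shBMAL1 lost its call under camera with the estimated correlation (0.208; range 9.07e-05 to 0.208). Camera compares a list with all other genes and allows for correlation between its genes. The clock list was called only by fry, in shARNT (5.52e-05), in shBMAL1 (0.0198) and in the direct contrast (4.41e-04). Its adjusted p ranged up to 0.964, 0.813 and 0.964. Ranking by signal-to-noise ratio reversed its direction in shBMAL1 (NES 1.02, adjusted p = 0.572).

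In the comparison of specific genes, removal of the GC trend reversed the GC difference to 0.489 percentage points. With specific genes defined by the direct contrast, the differences were -1.81 percentage points in GC content, -573.5 bases in length and 4 bases in 5' untranslated regions. That definition took genes lowered by a depletion and lower in it than in the other depletion. It therefore included genes lowered by both, 1714 in the shARNT set and 398 in the shBMAL1 set. Leaving out single libraries gave GC differences from -3.65 to -2.29 percentage points and length differences from -654 to -502 bases. The difference in 5' untranslated regions passed the threshold at an adjusted p under 0.05 (9 bases, permutation p = 0.0936) and with the length trend removed (14 bases, permutation p = 0.00728). Across single libraries left out it ranged from 4 to 9 bases, past the threshold in 2 of 9 fits.

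Of 1242 alternative values for the 28 named genes, 1216 kept their direction and their side of the threshold, 14 were weaker, 9 stronger and 3 reversed. The reversals were NR1D1 in shARNT (0.094) and HIF1A between the depletions (0.081), both under library size alone, and PCDHA11 between the depletions without shARNT replicate 2 (-0.51, in a range of -0.51 to 1.77 over single libraries left out), a library with 330 counts against 37 and 39. Without it the shARNT value of PCDHA11 against shControl was -3.63 in place of -1.80.

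Replicate numbers did not pair the libraries. Deviations from the group mean had correlations of -0.041 to 0.0749 for the 9 pairs with the same number and -0.0774 to 0.0939 for the 18 others. The highest value joined shBMAL1 2 with shARNT 1, and the lowest joined shBMAL1 2 with shARNT 3. Whether libraries with different numbers share a batch was not tested. With the replicate number as a block, 12683, 9832 and 12592 genes were called and the shares were 57.1% and 43.7%. The block brought PCDHA11 between the depletions past the threshold (1.05, adjusted p = 0.0935) and changed no other call of a list or named gene.

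Depth limited the genes with few counts, such as SLC2A14 (13 to 33 counts in shARNT), whose log2 fold change ranged from -2.22 to -1.56 over the alternatives.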

Other observations

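Library size alone, DESeq2 size factors and leaving out single libraries were alternatives chosen before the data were examined. The other tests in this part were chosen only after the result was seen, except the splits for the gene counts and the simulation of shared controls.

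Most tested genes were called between each depleted group and shControl. With a fold change of at least 1.5, 53.4% of tested genes were called in shARNT and 23.5% in shBMAL1. For shARNT against shControl, 12722 genes were called, and 12030 with the GC trend removed, 12732 without mitochondrial and rRNA genes, and 12281 with counts halved in case both mates of a pair had been counted. None of these accounted for the number. Another cell line in a group would bring many genes present in a group and absent from another, and at most 3 genes had at least 100 counts in every library of a group and 3 or fewer in every library of another. In each of the 3 contrasts, 1 of the 10 splits of the 6 libraries gave as many genes, the real split, and the other splits gave at most 1, 0 and 0 genes. Those splits mixed the groups, which raises the variance within each side. As 10 splits cannot give a share under 10%, chance was not excluded by them. In 20 simulations of unchanged groups, at most 2 genes were lowered in shARNT and 5 in shBMAL1, against 6417 and 4895 observed. These values argue against noise of the simulated kind as the source of the calls against shControl. The libraries of a group varied little (common dispersion 0.00311). That would be seen if each group came from a single infected cell pool or was processed together, and this cannot be told apart from the depletion, because the labels name no further pool or batch.

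The overlap of decreased genes was also computed with each depletion as the reference. Shared control libraries alone did not account for it, since the highest simulated share was 44.03% against 57.2% observed. With shBMAL1 as the reference, however, 54.2% of the genes lower in shControl were also lower in shARNT. With shARNT as the reference the shares were 79.8% and 80.6%. The covariance of fold changes was 0.293, 0.225 and 1.25 with shControl, shBMAL1 and shARNT as the reference. Such values are consistent with lines that each deviate on their own, with shARNT deviating farthest. An effect common to both depletions and a drift of the shControl line cannot be told apart here, because there is a single control line. A further control line would be needed.

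The list results were also compared over the 10 splits of the 6 libraries. In shARNT against shControl, an NES as large came from 2 splits for the hypoxia list, 1 for the HIF list and 9 for the clock list. For shBMAL1 against shControl these numbers were 2, 1 and 3, and in the direct contrast the clock list gave 4. The real split is included in each number. Because the other splits kept part of the difference between the groups and the NES need not shrink with it, these numbers do not show whether the list results arose by chance.

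EPAS1 was lower in both depletions. Its fall in shBMAL1 was -0.52 under library size alone and -0.56 with the GC trend removed, so neither accounted for it. In shARNT its level was 0.215 times that of shControl. Part of the fall of HIF targets in shARNT may therefore follow from less EPAS1 transcript as well as from less ARNT. In shBMAL1 the ARNT transcript fell too (log2 fold change -0.65). Falls of HIF targets there may likewise follow from less EPAS1 or less ARNT. Protein was not measured here. In another ccRCC line, the study reported that neither depletion reduced HIF2α protein. It also described slightly more ARNT protein after BMAL1 depletion in that line. An effect of the shRNAs outside their targets cannot be told apart from the depletion with a single shRNA per gene.

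Cytosolic ribosomal protein genes fell together. Of 83 genes, 79 were lower and 2 higher in shARNT, with a median log2 fold change of -0.88, and 71 were lower and 2 higher in shBMAL1 (-0.30). The medians of the shARNT libraries were -0.88, -0.89 and -0.91. The 76 mitochondrial ribosomal protein genes rose (0.52 in shARNT, 56 higher and 11 lower). Both directions held under library size alone, with medians of -0.64 and 0.76, and under DESeq2 size factors. With the GC trend removed the cytosolic median was -0.90. The lowest of 10000 random lists matched on length and expression level had a median of -0.62. Reads shared with pseudogenes would act on genes with many copies, yet the 23 genes with at most 4 annotated pseudogenes had a median of -0.84. Scaling, GC content, length, expression level and pseudogenes thus did not account for the fall, and a lower expression of these genes in the shARNT line is a biological hypothesis, found and tested on the same data. The study listed ribosome pathways among those enriched in ARNT-specific genes of another ccRCC line, and called its A498 outcomes similar. Growth state was not measured here.

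The genes lowered by shARNT and not by shBMAL1 were lower in GC content and shorter than those lowered by shBMAL1 and not by shARNT. Both sets included genes raised by the other depletion. The study described ARNT-specific genes as higher in GC content in another ccRCC line, and BMAL1-specific genes as longer with longer 5' untranslated regions, and called its A498 outcomes similar. The direction of the GC difference here was the reverse, that of transcript length was the same, and 5' untranslated regions were not called different. The GC difference became 0.489 percentage points once the GC trend was removed from each library. A GC bias of the libraries and a response that itself follows GC content cannot be told apart, since removal of the trend erases both. The length difference was -227 bases with the length trend removed and -553 bases without ribosomal protein genes, so neither accounted for all of it, although it was smaller with the length trend removed.

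The shControl 1 library differed from the other control libraries broadly and in single genes. Its deviation from the mean library had a correlation with GC content of 0.0238, against 0.125 and 0.145 in the others, and its 20 most abundant genes held 13.4% of counts, against 15% and 14.9%. The chi-square statistic per gene at mean counts of 1000 to 5000 was 5.99 and 7.21 for pairs with this library and 3.95 for the other pair. The pairs within shBMAL1 gave 5.00, 6.83 and 6.13, and those within shARNT 3.93, 6.92 and 4.38. On this measure the library thus stood apart within shControl, but some pairs of the other groups had similar values. RNA45S5, chosen after its values were seen, had 90854 counts there and 331010 and 334450 in the others. PCDHA11 had 74 counts against 548 and 561. No explanation was tested. Leaving out this library gave 12490 genes in shARNT and 9558 in shBMAL1.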
